A study of Homo sapiens with 48 samples. Its data were reported in "Mediator kinase inhibition reverses castration resistance of advanced prostate cancer" (2024).

How the data were processed

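RNA was measured by sequencing in 48 libraries from cultures of 22Rv1, a human prostate cancer line, and lines derived from it. Rv1-WT is the parental line and Rv1-Luc is a subline that carries firefly luciferase (FfLuc) and a blasticidin resistance gene (BlastR). The 4 dKO derivatives come from cells in which both Mediator kinase genes, CDK8 and CDK19, were knocked out and 1 kinase was then put back. dKO-8 and dKO-19 express the active form of CDK8 or CDK19, and dKO-8M and dKO-19M express a kinase-dead mutant. Rv1-WT and Rv1-Luc were grown in medium with fetal bovine serum (FBS) or with charcoal-stripped serum (CSS), which is depleted of androgen, and the dKO derivatives in FBS. Cells received 500 nM of SNX631, an inhibitor of both kinases, or 0.1% DMSO as vehicle for 72 hours. This gives 16 groups of 3 libraries each, taken from the sample titles. No batch, sequencing date or flow cell is given in the labels.

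Per the labels, total RNA was made into strand-specific libraries. The deposited table holds, per the file headers, 1 column per library and read counts per gene that the authors made from the reads. By their fractions, these deposited values are expected counts, made by the authors from the reads with shared reads divided: only 81.7% of the nonzero values are whole numbers, and the fractions are those of reads shared evenly between several genes or positions. The values are not scaled to depth. The aligner, counting program, genome build and annotation release are not stated in the labels or the headers of the table, and the supplement of the study was not used here, so no coordinates are given. The table has 61817 entries, of which 61815 have a versioned Ensembl gene identifier with a symbol and 2 are the transgenes FfLuc and BlastR. Of these identifiers, 61766 matched the reference table of gene names without their version. A gene whose counts were fractional in many libraries shares reads with another gene, and its values are uncertain. Among the genes named in the report this applies to TRGC1 (97.9% of libraries), HSPA1B (81.2%), FGF11 (79.2%), HSPA8 (62.5%), DDIT3 (58.3%), HSP90B1 and CALR (50% each), KANSL1L (41.7%), ACADL (39.6%), KRT15 (37.5%) and BTG1 (35.4%).

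Computed here from the deposited counts were all group comparisons. Counts were rounded to whole numbers. Library totals ran from 13.2 to 31.5 M counts, with a median of 21.4 M, and the gene with the most counts took 0.824% to 1.39% of a library. The transgenes were left out of the tests and the totals. Genes were kept by filterByExpr of edgeR (minimum count 10, minimum total 15, by group), which left 20009 genes. Normalization was by the trimmed mean of M values (TMM), with factors from 0.911 to 1.07. All 48 libraries entered a single fit with a mean per group and no covariate, so that the 16 groups share their estimate of the spread with 32 residual degrees of freedom. The test was edgeR's quasi-likelihood F-test (edgeR 4.0.16 with limma 3.58.1 in R 4.3.3, robust, two-sided), with Benjamini-Hochberg adjustment over genes within each comparison. A gene was called at a false discovery rate (FDR) under 0.01 and a fold change over 1.5, the limits of the study. The biological coefficient of variation was 4.2%. There were 22 comparisons: 15 of 3 against 3 libraries and 7 interactions, which test whether 2 such effects differ. Levels of single genes are TMM-scaled CPM, as the mean and standard deviation of 3 libraries. Beside a p-value, the number of libraries beyond all controls counts the libraries of the first group that lie outside the range of the 3 libraries of the other group on the side of the change; by chance all 6 libraries part in either direction in 10% of comparisons. A group whose 3 libraries all hold at most 3 counts of a gene was taken to be at the floor, and a fold change against it is given as a lower bound. Intervals and floors cover counting error only, since reads are not independent molecules.

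Effects were compared between settings by Pearson's r, Spearman's rho and the least-squares slope of the log2 fold changes across the genes called in either setting. For the correlations of a kinase-dead effect with an SNX631 effect, only the genes called for SNX631 entered. Genes are not independent replicates, so none of these measures has a p-value. The 8 correlations compare effects that share no libraries. The 7 gene lists (androgen response, ATF4 stress response, endoplasmic reticulum chaperones, sterol synthesis, MYC targets, cell division and interferon response) were written from general knowledge and tested in the 15 comparisons with camera at a preset correlation of 0.01 between genes, with adjustment over all 105 tests. camera with the correlation estimated, and fry, were run beside it. The mean estimated correlation was 0.245, and the highest 0.623. Lists written later, for tests in the closing section, hold markers of plasma cells, hypoxia genes, heat shock genes and immunoglobulin genes.

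The design, the comparisons, the thresholds, the 7 lists, most alternatives and the rule for naming genes were set before the data were examined. The rule names the Mediator kinase module, KLK3, KLK2, MYC and the list members, besides some genes that are not reported here; the 5 genes with the highest and the 5 with the lowest mean change among those called in every kinase-active setting; the 3 highest and 3 lowest for androgen depletion in each subline and the 3 with the lowest p-value in each interaction, both with a mean of at least 1 CPM; and the 3 with the lowest p-value for SNX631 in each kinase-dead derivative. The genes ranked by change or p-value are those with a gene symbol. Other genes named in the text were chosen after their values were seen.

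The alternatives were median-of-ratios size factors, library size only, the Wald test of DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, only the libraries of a comparison, a term for the replicate number within each derivative, glmTreat against a fold change of 1.5, an FDR under 0.05 with no fold change limit, and leaving out each library in turn. Added after the data were seen were unrounded counts, counts thinned to the smallest library, offsets for GC content and gene length (known for 96.7% of the tested genes), a replicate term within each derivative and medium and, for correlations, fits to only the 6 libraries of each effect. For every comparison, other splits of the same libraries were tested: all 10 splits for 3 against 3 libraries, and 100 drawn with a fixed seed for interactions. For interactions these splits were repeated with the effect shared by both lines or media, from a fit without the interaction, taken out as an offset.

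The replicate numbers could pair libraries. Libraries with the same number deviated together in all 3 pairs (r over 0.1 across 12234 genes) in 1 of the 15 comparisons, SNX631 in dKO-19M (r = 0.434, 0.246 and 0.17). Deviations from a mean of 3 libraries cancel, so a replicate 1 that stands apart in both groups can raise all 3 values of r. In dKO-19M replicate 1 was the most distant library under vehicle and under SNX631. Pairing by every number is thus not shown, and no label says what a number stands for.

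The procedure was tested on simulated counts with 200 changed genes among 18878. edgeR recovered 198 of them (99%) in a pair comparison with 1 false call, and 178 (89%) in an interaction with 2 false calls. DESeq2 recovered 196 (98%). The planted log2 changes were 1 or 2 in either direction, in genes of at least 1 CPM. All genes had the same dispersion, and no library stood apart. Recovery of changes near the 1.5-fold limit, of lower genes or with libraries that stand apart was thus not tested. No 2 replicate columns were identical. Between replicates, chi-square per degree of freedom ran from 1.28 to 17.7 with a median of 2.10, where counting error alone gives 1. Figures were drawn with matplotlib 3.10.9.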

Results

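Gene expression was measured by RNA sequencing in 48 cultures of 22Rv1, a castration-resistant prostate cancer cell line, and 5 derivatives of it. The cultures formed 16 groups of 3 replicates: 12 groups grown in FBS and 4 in androgen-depleted CSS medium, each treated with the Mediator kinase inhibitor SNX631 or with vehicle for 72 hours. Library totals were 13.2 to 18.2 M counts in Rv1-WT, 19.5 to 27.3 M counts in Rv1-Luc, 19.7 to 26.3 M counts in dKO-8, 19.3 to 31.5 M counts in dKO-8M, 20.5 to 24.8 M counts in dKO-19 and 19.9 to 28.95 M counts in dKO-19M. Of the 48 pairs of replicates, the pairs of dKO-19M vehicle replicate 1 with replicates 2 and 3 differed most, with a chi-square per degree of freedom of 17.7 and 17.1, against 1.45 between replicates 2 and 3. The next highest value, 9.71, was between replicates 1 and 2 of Rv1-Luc in FBS under vehicle.

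The transcripts of the targeted kinases were examined first, since they bear on the identity of the derivatives. In vehicle-treated FBS cultures, CDK8 stood at 26.8 CPM in Rv1-WT, 28.5 in Rv1-Luc, 27.7 in dKO-19 and 27.2 in dKO-19M, and at 68.7 in dKO-8 and 123 in dKO-8M. CDK19 stood at 149 CPM in Rv1-WT, 116 in Rv1-Luc, 103 in dKO-8 and 123 in dKO-8M, and at 510 in dKO-19 and 332 in dKO-19M. The kinase that was put back was thus the higher one in each dKO derivative relative to the other lines, and the transcript of the absent kinase was still counted at a level near that of the parental line. Counts per gene cannot separate an edited endogenous transcript from an introduced one. The kinase-dead form was expressed at a different level than the active form. CDK8 was higher in dKO-8M than in dKO-8 (log2 fold change 0.84 ± 0.0449 SE, edgeR quasi-likelihood FDR 5.19e-23, 3 of 3 libraries beyond all controls). CDK19 was lower in dKO-19M than in dKO-19 (log2 fold change -0.62 ± 0.0406 SE, edgeR FDR 2.01e-19, 3 of 3 libraries beyond all controls). Without dKO-19M vehicle replicate 1 this CDK19 difference was -0.56, short of the 1.5-fold limit. FfLuc was counted in the 12 Rv1-Luc libraries (10231 to 13996 counts) and at 0 counts in all others. BlastR was counted in Rv1-Luc (1595 to 2511 counts) and the dKO derivatives (329 to 646 counts) and at 0 counts in the 12 Rv1-WT libraries.

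**Figure D1:**
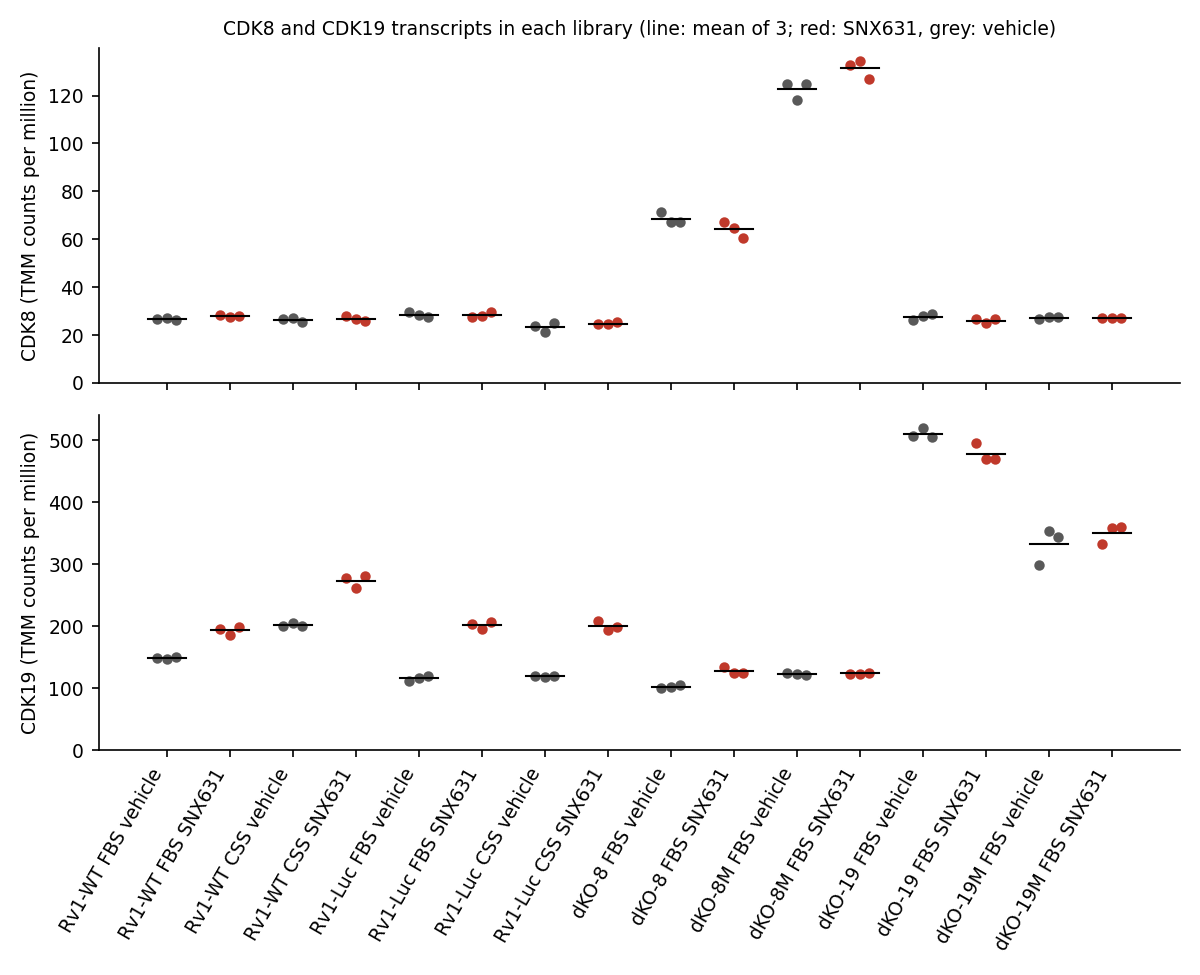
CDK8 and CDK19 transcripts in TMM counts per M counts in each of the 48 libraries (points) with the mean of each group of 3 (lines), SNX631 in red and vehicle in grey. Under vehicle CDK8 averaged 123 CPM in dKO-8M against 68.7 in dKO-8, and CDK19 averaged 510 in dKO-19 against 332 in dKO-19M.

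CDK19 transcripts themselves changed under SNX631. The log2 change was 0.38 in Rv1-WT in FBS and 0.44 in CSS, 0.80 in Rv1-Luc in FBS and 0.75 in CSS, and 0.31 in dKO-8, with 3 of 3 libraries beyond all controls in each. The changes in Rv1-Luc passed the 1.5-fold limit (edgeR FDR 7.72e-23 and 2.07e-21), and the other 3 did not. In dKO-8M the change was 0.01, in dKO-19 it was -0.09 and in dKO-19M 0.08. The difference between dKO-8 and dKO-8M was 0.30 ± 0.0619 SE (edgeR FDR 0.000575), with 3 of 3 libraries beyond all controls in dKO-8 and 1 of 3 in dKO-8M. Across the 7 kinase module transcripts and the 15 comparisons there were 6 calls: the rises of CDK19 in Rv1-Luc, the CDK8 and CDK19 differences of the kinase-dead derivatives, MED12, which rose by 0.66 in CSS in Rv1-WT under vehicle, and MED12L, at -1.52 in Rv1-Luc relative to Rv1-WT. At an FDR under 0.05 with no fold change limit there were 35.

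The effect of SNX631 on all genes was tested in each line. It called 479 genes in Rv1-WT in FBS (350 higher, 129 lower), 846 in Rv1-WT in CSS (595 higher, 251 lower), 734 in Rv1-Luc in FBS (465 higher, 269 lower) and 813 in Rv1-Luc in CSS (490 higher, 323 lower). In FBS it called 342 genes in dKO-8 (131 higher, 211 lower) and 682 in dKO-19 (375 higher, 307 lower). These counts depended most on the threshold: testing directly against a 1.5-fold change gave 111 genes in Rv1-WT in FBS, and an FDR under 0.05 with no fold change limit gave 2895. Leaving out 1 library at a time moved none of these 6 counts by more than 1.5 times.

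**Figure D2:**
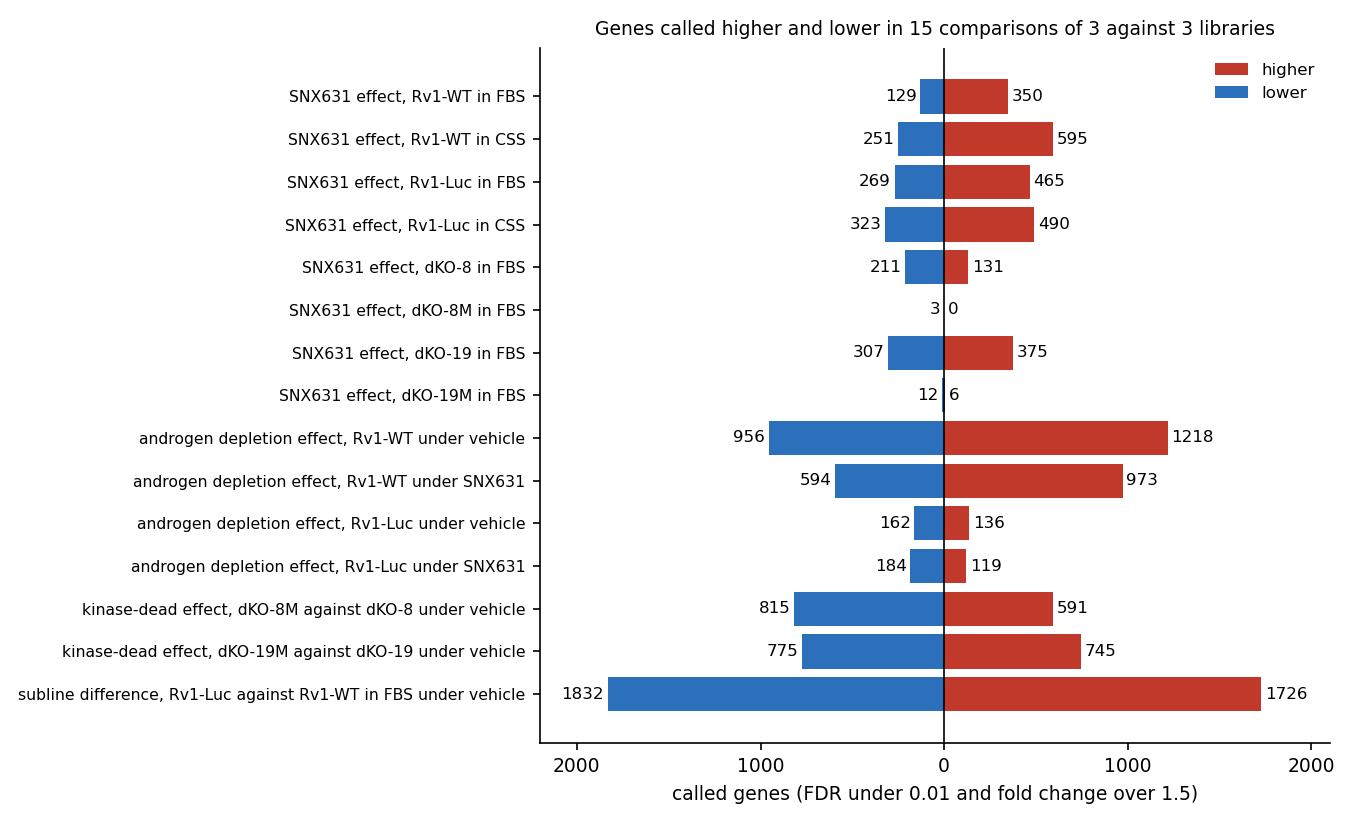
Number of genes called higher (red, to the right) and lower (blue, to the left) in each of the 15 comparisons of 3 against 3 libraries. SNX631 called 342 to 846 genes in the kinase-active settings, against 3 in dKO-8M and 18 in dKO-19M.

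The kinase-dead derivatives addressed whether the drug acts through its targets. SNX631 called 3 genes in dKO-8M, all lower, with 1910 genes at an unadjusted p under 0.05. They were ADM (log2 fold change -0.69), SLC2A6 (-0.79) and FGF11 (-0.87), and leaving out any of the 6 libraries left 0 or 1 call. In dKO-19M it called 18 genes (6 higher, 12 lower). Without SNX631 replicate 3 there were 7, and without vehicle replicate 1 there were 9. With the replicate number as a block there were 15 calls. The 3 with the lowest p-values among those with a gene symbol were DDIT3 (log2 fold change -0.62, edgeR FDR 4.02e-10), FOLH1 (-0.59, edgeR FDR 3.56e-05) and DDIT4 (-0.68, edgeR FDR 0.000161), each with 3 of 3 libraries beyond all controls. A gene without a symbol ranked between FOLH1 and DDIT4. The DDIT3 change was short of the 1.5-fold limit without vehicle replicate 1 (-0.55) or SNX631 replicate 2 (-0.57) and with the GC offsets (-0.56). That of FOLH1 was short of it without vehicle replicate 2 (-0.57) or SNX631 replicate 1 (-0.54) and after thinning (-0.55). Fits to the 6 libraries of 1 kinase-dead derivative alone gave 14 calls in dKO-8M and 1 in dKO-19M. Testing the difference between the effects in the active and the dead derivative called 181 genes for CDK8 (70 with a more positive effect in dKO-8, 111 with a more negative one) and 415 for CDK19 (247 and 168). With the lowest p-values for CDK8 were MFSD2A (log2 difference 1.91), TRGC1 (-0.84) and DDIT3 (-1.26), and for CDK19 BTG1 (1.14), NKILA (-2.22) and PPP3CA (1.04).

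The similarity of the effects between settings was measured across genes called in either setting. SNX631 effects in FBS and CSS correlated with r = 0.77 (rho = 0.799, slope 0.92) in Rv1-WT over 997 genes and r = 0.79 (rho = 0.806, slope 0.85) in Rv1-Luc over 1092 genes. Those of Rv1-WT and Rv1-Luc in FBS correlated with r = 0.74 (slope 0.82) over 931 genes. Those of dKO-8 and dKO-19 correlated with r = 0.67 (rho = 0.719, slope 0.89) over 834 genes, of which 88.7% changed in the same direction. The choice of genes moved these values most: over all 20009 genes the 4 values were 0.415, 0.486, 0.364 and 0.277, and over genes called in both settings 0.912, 0.932, 0.919 and 0.925. With each effect fitted to its own 6 libraries they were 0.846, 0.863, 0.841 and 0.729, the last over 839 genes. In contrast, the slope of the effect in dKO-8M on that in dKO-8 was 0.10 (r = 0.37, 345 genes), and that of dKO-19M on dKO-19 was 0.08 (r = 0.27, 694 genes). Fitted to their own 6 libraries, these pairs had r = 0.273 and r = 0.438. The difference between SNX631 effects in dKO-19 and dKO-8 was called for 177 genes (116 more positive in dKO-19, 61 more negative), with RIMS3 (log2 difference 0.98), IL6R (-0.88) and BTG1 (0.71) at the lowest p-values.

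**Figure D3:**
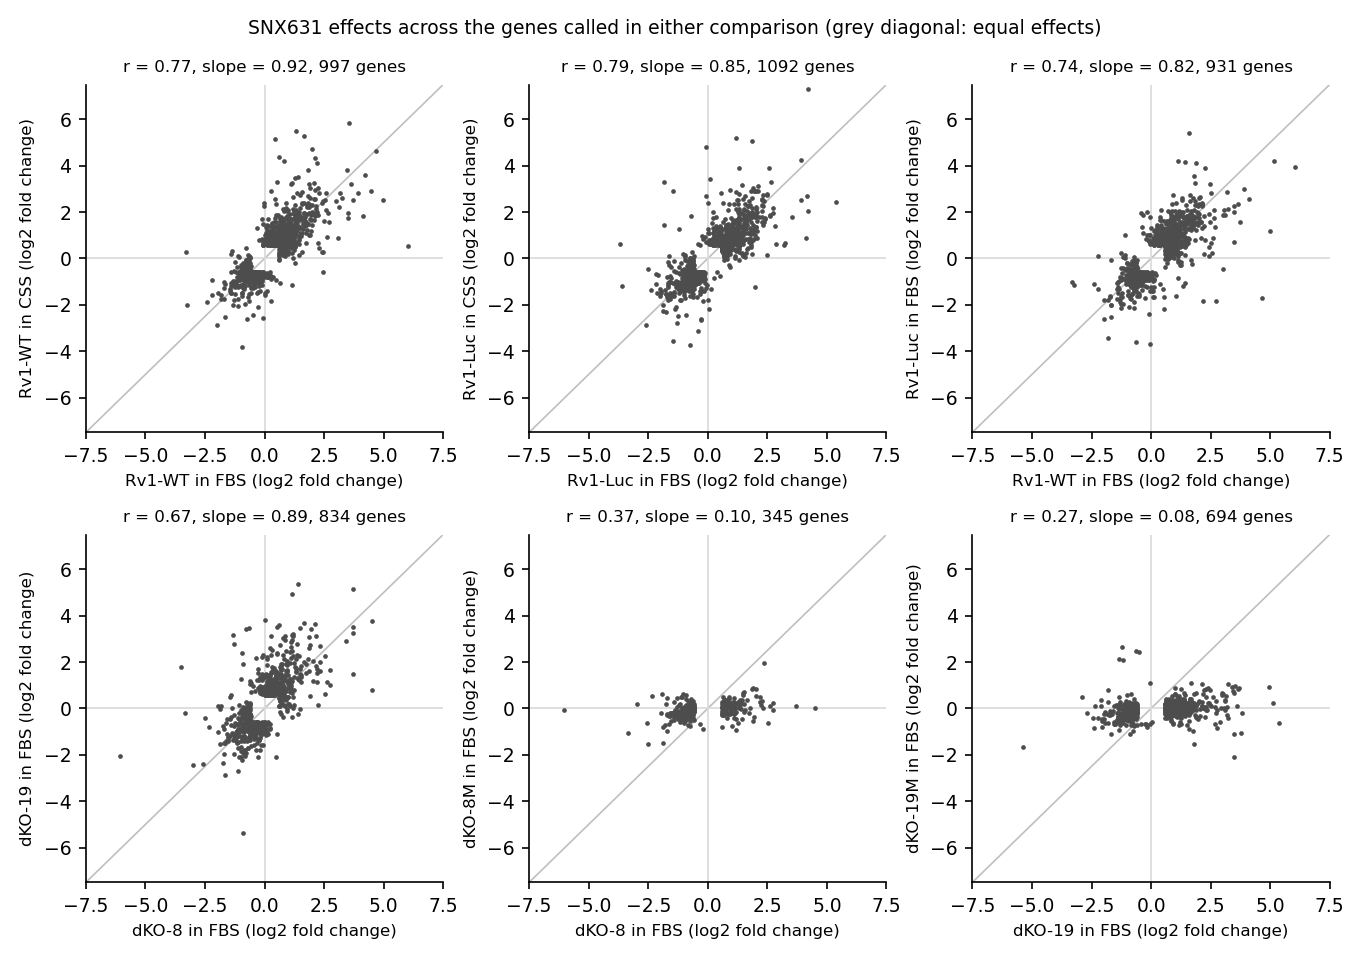
Log2 fold changes under SNX631 in pairs of settings, 1 point per gene called in either, with the line of equal effects in grey. The points follow the diagonal in the first 4 panels (slopes 0.82 to 0.92) and lie flat in the panels of the kinase-dead derivatives (slopes 0.10 and 0.08).

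Of 1976 genes called in any of the 6 kinase-active settings, 49 were called in the same direction in all 6 (34 higher, 15 lower) and 1063 in exactly 1. Testing against a 1.5-fold change left 5 such genes, and an FDR under 0.05 with no fold change limit gave 386. Among the higher genes, the 5 with the largest mean log2 change included CERKL (2.30), SCGN (1.86), TMPRSS2 (1.74) and BANK1 (1.71). The remaining gene, KRT15, was at or under 3 counts in the vehicle libraries of Rv1-WT, where it rose at least 4.17-fold in FBS and at least 4.98-fold in CSS, and its log2 change was 1.44 to 2.72 in the other 4 settings. TMPRSS2 rose by 1.30 to 2.13 (highest edgeR FDR 3.6e-19, 3 of 3 libraries beyond all controls in each setting). The 5 lowest were DHRS2 (mean log2 change -1.73), NIBAN1 (-1.62), CHAC1 (-1.60), PROC (-1.57) and NKILA (-1.54). KRT15, CERKL, BANK1 and PROC averaged under 2.3 CPM over all libraries, and calls of KRT15 and CERKL in dKO-8, of BANK1 in dKO-19 and of PROC in Rv1-WT in CSS were lost when counts were thinned to the smallest library. In the fit to only the 6 libraries of the comparison, calls of KRT15, DHRS2 and CHAC1 in Rv1-Luc in FBS were lost. Leaving out 1 library also lost calls, and a gene that loses a call leaves the 49. KRT15 in dKO-8 was lost in 6 of 6 such fits (log2 change 1.06 without vehicle replicate 3 to 1.67 without vehicle replicate 2) and BANK1 in dKO-8 in 5 of 6 (1.44 without vehicle replicate 2 to 1.64 without vehicle replicate 3). In Rv1-WT in FBS, 3 of 6 fits lost BANK1 (1.11 without SNX631 replicate 1 to 1.60 without vehicle replicate 1) and 3 of 6 lost SCGN (0.90 without vehicle replicate 3 to 1.03 without vehicle replicate 2). CERKL in dKO-8 was lost without SNX631 replicate 1 (1.61), and PROC in Rv1-WT in CSS in 3 of 6 fits (-0.99 without vehicle replicate 3 to -1.01 without SNX631 replicate 2).

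Androgen depletion, CSS against FBS, was compared between the parental line and the subline. No culture had androgen added back to CSS, so lack of androgen and other differences between the media cannot be told apart. Under vehicle, androgen depletion called 2174 genes in Rv1-WT (1218 higher, 956 lower) and 298 in Rv1-Luc (136 higher, 162 lower), 7.30 times as many in Rv1-WT. Under SNX631 it called 1567 (973 higher, 594 lower) and 303 (119 higher, 184 lower). With library size as the only scaling, the Rv1-WT split under vehicle moved to 1496 higher and 746 lower. The difference between the sublines was itself called for 1731 genes (923 with a more positive effect in Rv1-Luc, 808 with a more negative one), led by HSPA1B (log2 difference 1.68), HSPA8 (1.31) and TUBB (1.13). Over the 2174 genes of Rv1-WT the effects in the sublines had r = 0.306 and a slope of 0.112, and 109 genes were called in both, 94 of them in the same direction. Among genes with a symbol and a mean of at least 1 CPM, the 3 highest in Rv1-WT were AREG (log2 fold change 3.58), CYP1A1 (3.17) and PLEKHH2 (3.12). Among the lowest there were PPFIA4 (-2.78) and RFX6, which fell at least 1.25-fold to 3 counts or fewer in the CSS libraries. The calls of RFX6 and PPFIA4 were lost when 1 of several libraries was left out. By the same limits the 3 highest in Rv1-Luc were AQP4 (1.82), REG4 (1.61) and AMZ1 (1.59), and the 3 lowest COLCA1 (-2.77), CNTNAP5 (-2.72) and GHRHR (-2.24). COLCA1 was also lower in Rv1-WT, with a log2 fold change of -2.18 (edgeR FDR 1.12e-21, 3 of 3 libraries beyond all controls).

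**Figure D4:**
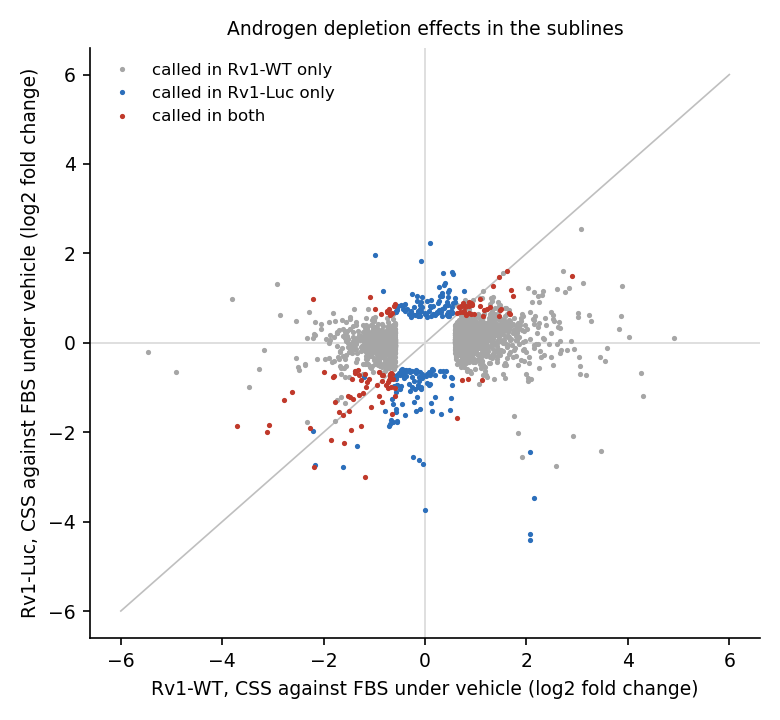
Log2 fold change in CSS against FBS under vehicle in Rv1-WT (horizontal) and Rv1-Luc (vertical), 1 point per gene called in either subline, with equal effects on the grey diagonal. Of the 2174 genes called in Rv1-WT, 109 were also called in Rv1-Luc, and the slope over the Rv1-WT genes was 0.112.

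Whether the drug effect depends on the medium or the subline was tested by interactions. SNX631 effects differed between CSS and FBS for 59 genes in Rv1-WT (49 more positive in CSS, 10 more negative), with HSP90B1 (log2 difference 0.77), PDIA4 (0.83) and CALR (0.65) at the lowest p-values, all 3 of the chaperone list. In Rv1-Luc 16 genes differed (11 and 5), with KANSL1L (0.89), ACADL (0.70) and COLCA1 (1.18) at the lowest p-values. This count was 8 without the SNX631 replicate 1 in FBS, 31 without the SNX631 replicate 2 in FBS and 27 without the vehicle replicate 1 in FBS. Effects in FBS differed between Rv1-Luc and Rv1-WT for 35 genes (23 more positive in Rv1-Luc, 12 more negative), led by LRRC8A (0.88), VIL1 (1.11) and SYT4 (-0.73). Here the count was 62 without Rv1-Luc FBS vehicle replicate 1 and 53 without Rv1-Luc FBS SNX631 replicate 2.

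Under vehicle, 3558 genes differed between Rv1-Luc and Rv1-WT in FBS (1726 higher, 1832 lower). Immunoglobulin transcripts numbered 72 to 600 counts in each Rv1-Luc library and 0 to 3 in each Rv1-WT library, and the totals of the sublines did not overlap, so a batch of library preparation and the subline cannot be told apart in this comparison, and no value within a batch could be had. Loss of kinase activity was also compared as a genetic effect. It called 1406 genes for CDK8 (591 higher in dKO-8M, 815 lower) and 1520 for CDK19 (745 higher in dKO-19M, 775 lower). These are comparisons of separate derivatives, which differ in more than the mutation, the level of the introduced kinase included. Over the genes called for SNX631 in dKO-19, the effect in dKO-8M correlated with that of SNX631 with r = 0.53 (slope 0.42, 682 genes). Over those called for SNX631 in dKO-8, the effect in dKO-19M correlated with that of SNX631 with r = 0.24 (slope 0.22, 342 genes). These pairs of effects share no libraries.

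Of the 105 gene list tests, 57 had a camera FDR under 0.05. When the correlation between genes was estimated, 29 of the 57 passed, and 56 passed under fry. The changes given here are those that passed with the correlation estimated, as median log2 changes. The ATF4 stress response list (24 genes) fell under SNX631 by 0.72 in dKO-8 and 0.81 in dKO-19, with all 24 genes lower in both, and by 0.36 in Rv1-Luc in FBS and 0.59 in CSS. Without Rv1-Luc FBS vehicle replicate 2 the FBS value was -0.24. The list also fell, by 0.18 in dKO-8M and 0.23 in dKO-19M (23 and 22 genes lower). In Rv1-WT its medians under SNX631, -0.16 in FBS and -0.31 in CSS, did not pass with the correlation estimated. It rose in CSS in Rv1-WT, by 0.96 under vehicle and 0.79 under SNX631, and was lower in dKO-8M than in dKO-8 (-0.65) and in Rv1-Luc than in Rv1-WT (-0.78). Endoplasmic reticulum chaperones fell under SNX631 by 0.22 in Rv1-WT in FBS, by 0.30 in Rv1-Luc in FBS and by 0.36 in Rv1-Luc in CSS, and by 0.60 in CSS in Rv1-WT under vehicle. Sterol synthesis genes fell under SNX631 by 0.34 in Rv1-WT in FBS and by 0.36 in Rv1-Luc in CSS, and in CSS in Rv1-WT by 1.00 under vehicle and 0.60 under SNX631. Cell division genes fell in CSS in Rv1-WT by 0.34 under vehicle and 0.31 under SNX631. MYC targets rose under SNX631 in Rv1-WT in CSS by 0.26. No interferon test passed with the correlation estimated (4 of 15 had an unadjusted p under 0.05). With genes at the floor set to their bounds, no median moved by more than 0.111.

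The androgen response list (24 genes) fell on androgen depletion by 0.36 in Rv1-WT and 0.47 in Rv1-Luc under vehicle and by 0.26 in Rv1-Luc under SNX631. SNX631 raised it in CSS, by 0.22 in Rv1-WT and by 0.16 in Rv1-Luc, where it was 0.08 without SNX631 replicate 1, and lowered it by 0.38 in dKO-19. It was lower in dKO-19M than in dKO-19 (-0.21) and in Rv1-Luc than in Rv1-WT (-0.29). Of its 24 genes, 7 were called lower and 0 higher on androgen depletion in Rv1-Luc under vehicle, both over all genes and adjusted over the list alone. Of the ATF4 list, 16 genes were called lower under SNX631 in dKO-8 and 16 in dKO-19, again by both adjustments, and 14 were called lower in dKO-8M than in dKO-8 (15 adjusted over the list alone).

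**Figure D5:**
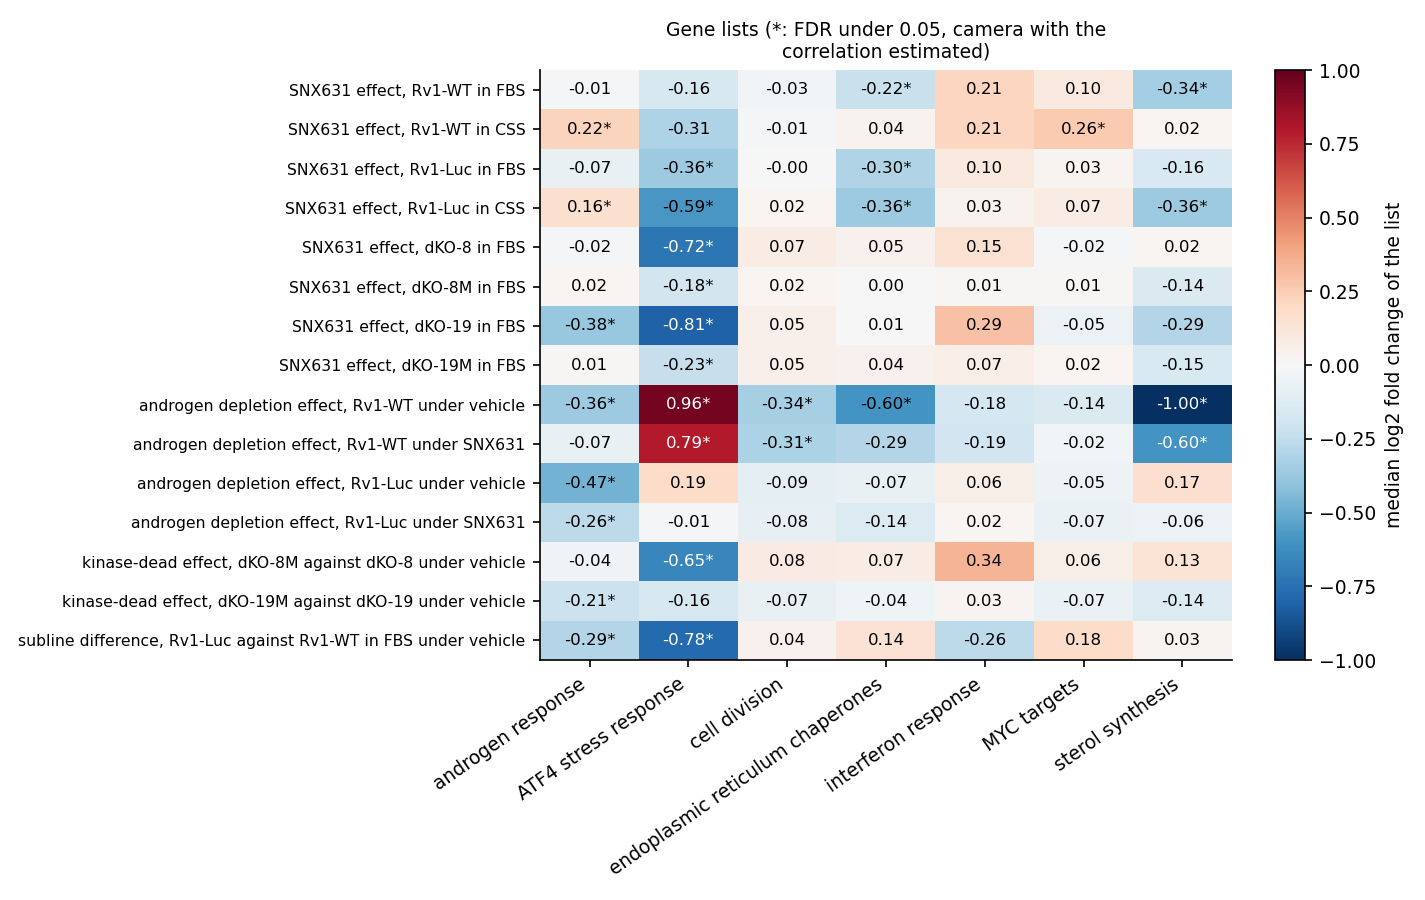
Median log2 fold change of each of 7 gene lists (columns) in 15 comparisons (lines), with a star where camera with the correlation estimated gave an FDR under 0.05 over the 105 tests. The ATF4 list fell under SNX631 by 0.72 in dKO-8 and 0.81 in dKO-19 and rose by 0.96 in CSS in Rv1-WT under vehicle.

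KLK3, which encodes PSA, had a mean of only 4.69 CPM. Under SNX631 it fell by 1.27 in Rv1-WT in FBS (edgeR FDR 2.75e-09), by 1.92 in dKO-19 (edgeR FDR 1.4e-12) and by 0.91 in dKO-8 (edgeR FDR 0.00152) and rose by 0.76 in Rv1-Luc in CSS (edgeR FDR 2.34e-05), with 3 of 3 libraries beyond all controls in each. The dKO-8 call was lost in 4 of the 6 fits that each left out 1 library. The KLK3 effect differed between Rv1-Luc and Rv1-WT in FBS by 1.49. In Rv1-Luc KLK3 fell in CSS by 0.92 under vehicle (edgeR FDR 1.05e-06, 3 of 3 libraries beyond all controls). In Rv1-WT its change in CSS under vehicle was -0.32 and not called (edgeR FDR 0.0448). KLK3 was lower in dKO-8M than in dKO-8 (-2.25) and in dKO-19M than in dKO-19 (-3.52). KLK2 fell under SNX631 in Rv1-WT in FBS by 0.80 (edgeR FDR 0.00113, 3 of 3 libraries beyond all controls), a call lost without SNX631 replicate 3 (-0.75). MYC rose under SNX631 in Rv1-WT in CSS by 0.78 (edgeR FDR 8.71e-20, 3 of 3 libraries beyond all controls), and the change in FBS was 0.12. In dKO-8 and dKO-19 it fell by 0.36 and 0.39, short of the 1.5-fold limit.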

Values the study reported

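The study defined differentially expressed genes by a fold change above 1.5 and a false discovery rate below 0.01. For SNX631 effects in dKO-8 and dKO-19 it gave a correlation of r = 0.73 and a slope of 1.06. It reported 33 genes regulated by Mediator kinase inhibition in vitro across all of the 22Rv1 derivatives analysed.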

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

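The tests of the hypoxia list and of separate batches, the splits repeated with the shared effect taken out, the values beside r for androgen depletion and the test of kinase levels were chosen after the result was seen. Each of the 11 results in this part stands out because a test of the difference found unequal effects in 2 lines or media. The splits used the libraries of a comparison only, and there the counts of called genes differ from those of the fit to all 48 libraries. A split that leaves the treatment whole or exactly swapped within a line or medium keeps a real effect there, and a split that mixes the treatments adds that effect to the spread, so neither kind can stand for chance. The same splits were therefore repeated with the effect that both lines or media share taken out through the offsets. A real difference between the effects stays in and still adds to the spread of splits that mix the treatments. The counts of these splits are thus not rates of chance, and only the rank of the real split is used. With chance alone the real split would not tend to rank above the others.

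SNX631 effects differed between CSS and FBS for 59 genes in Rv1-WT. With every library thinned to the smallest the count was 60, and with offsets for GC content and gene length 70, which argues against depth or such a bias as the whole cause. Of the 100 splits, 4 gave as many genes, the real one included, and 3 of the 4 left the treatment whole or swapped within a medium. With the shared effect taken out 1 of the 100, the real one, gave as many, which argues against chance as the whole cause. MYC is among these genes, with a log2 difference of 0.67, and 0.681 after thinning and 0.635 with the offsets. In Rv1-Luc 16 genes differed, 14 after thinning and 19 with the offsets. Here 2 of the 100 splits gave as many, and 2 of the 100 with the shared effect taken out, but the fit to these libraries alone called only 2 genes, so the splits say little. The count was 8 without Rv1-Luc FBS SNX631 replicate 1, 27 without Rv1-Luc FBS vehicle replicate 1 and 31 without Rv1-Luc FBS SNX631 replicate 2. A drug response that depends on the medium stays open and was not tested further. Reads shared between genes also stay open for genes with many fractional counts, such as HSP90B1 and CALR.

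SNX631 effects in FBS differed between Rv1-Luc and Rv1-WT for 35 genes. The count was 37 after thinning and 46 with the offsets, which argues against depth or a GC bias as the whole cause. Of the 100 splits, 5 gave as many genes, and 4 of the 5 left the treatment whole or swapped in a subline. With the shared effect taken out 2 of the 100 did, the real one with 20 genes and another with 23, which argues against chance as the whole cause, though these splits leave a small margin. The count was 62 without Rv1-Luc FBS vehicle replicate 1 and 53 without Rv1-Luc FBS SNX631 replicate 2. KLK3 is among these genes, with a log2 difference of 1.49, and 1.57 after thinning and 1.49 with the offsets. A difference between the sublines, and a batch, stay open as untested.

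Androgen depletion effects differed between Rv1-Luc and Rv1-WT for 1731 genes, with 1588 after thinning and 1506 with the offsets, so neither depth nor a GC bias accounts for the count. Of the 100 splits, 2 gave as many, 1 of them with the medium whole or swapped in a subline, and with the shared effect taken out 1 of the 100, the real one, did, which argues against chance as the whole cause. If the same genes responded by a smaller amount in Rv1-Luc, the effects over the 2174 genes called in Rv1-WT would go the same way, as 65.7% do, with 94 of 109 genes called in both sublines, but r was only 0.306, and 0.382 after allowing for the error of the estimates. Their slope decides nothing, since genes chosen in a subline tend to change less in the other. Over 303 genes chosen in other libraries, those called for androgen depletion in Rv1-Luc under SNX631, r under vehicle was 0.495, and 155 changed less in Rv1-WT. The mean change under vehicle, in the direction of the choice, was 0.385 in Rv1-WT and 0.653 in Rv1-Luc, a difference of -0.268 (SE 0.0504, from scores per library), where this explanation needs a larger change in Rv1-WT. The 1567 genes called for androgen depletion in Rv1-WT under SNX631 went the other way. Their mean change under vehicle was 0.873 in Rv1-WT and 0.139 in Rv1-Luc, a difference of 0.733 (SE 0.0387). The explanation needs such a difference, but genes chosen in Rv1-WT tend to change less in Rv1-Luc in any case. The 303 genes argue against it as the whole cause for genes that respond in Rv1-Luc, and a shared part of the response stays open. Heat shock genes, in a list of 14 without the genes already seen, had a median change in CSS of -0.524 in Rv1-WT (14 of 14 lower) and of -0.0818 in Rv1-Luc (12 of 14 lower). The median difference was 0.386 (13 of 14 higher, camera p = 7.82e-14, with the correlation estimated p = 0.000193, fry p = 1.09e-15). A difference in stress between the FBS and CSS cultures of Rv1-WT may thus contribute, or these genes may be part of the androgen response. Hypoxia genes had a median difference of 0.44 (18 of 24 higher), with camera p = 0.000109 but p = 0.22 with the correlation estimated. They fell in both sublines (-0.808 in Rv1-WT and -0.464 in Rv1-Luc), so a difference in oxygen supply cannot be told apart from other causes by this list. The line itself stays open as an untested explanation.

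MED12L is among these genes, with a log2 difference of 0.68, and 0.863 with the offsets, which argues against a GC bias. After thinning the difference was 0.479, within 2 standard errors of 0, and for this gene with a mean of 4.08 CPM depth and a difference between the sublines cannot be told apart, since the thinned counts are too few. The call was lost in 6 of the 12 fits that each left out 1 library: without Rv1-WT FBS vehicle replicate 1 (0.59), Rv1-WT CSS vehicle replicates 1 (0.66) and 3 (0.64), Rv1-Luc FBS vehicle replicates 1 (0.67) and 3 (0.65) and Rv1-Luc CSS vehicle replicate 2 (0.59).

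Between Rv1-Luc and Rv1-WT under vehicle, each Rv1-Luc library held at least 72 counts of immunoglobulin transcripts and each Rv1-WT library at most 3, and library totals did not overlap. Separate library or sequencing batches could give this, but batch and subline cannot be told apart, since the labels give no batch and all libraries of a subline lie on the same side.

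SNX631 effects differed between the active and the kinase-dead derivative for 181 genes with CDK8 and 415 with CDK19. After thinning there were 125 and 324, and with the offsets 192 and 424, which argues against depth or a GC bias as the whole cause. For CDK8 1 of the 100 splits, the real one, gave as many genes. For CDK19 12 did, 11 of which left the treatment whole or swapped in a derivative. With the shared effect taken out 1 of the 100, the real one, gave as many for each kinase, which argues against chance as the whole cause. A transcript level of the introduced kinase that acts in the same direction for both is argued against, since CDK8 was higher in dKO-8M than in dKO-8 (log2 difference 0.837, SE 0.0449) and CDK19 lower in dKO-19M than in dKO-19 (-0.62, SE 0.0406). A level that acts in 1 pair, the kinase mutation and other differences between the derivatives cannot be told apart in these libraries. The study had other evidence on the mutation. In its blots, SNX631 lowered phosphorylation of a kinase substrate where an active kinase was expressed, but not where only mutant kinases were. Its qPCR of representative genes in further derivatives gave the same division. KLK3 is among the CDK19 genes, with a log2 difference of -1.76, and -1.80 with the offsets. After thinning it was -1.37, beyond 2 standard errors of 0 but no longer called. The call was lost in 7 of the 12 fits that each left out 1 library: without dKO-19 FBS vehicle replicate 3 (-1.67), dKO-19 FBS SNX631 replicates 1 (-1.60) and 3 (-1.67), dKO-19M FBS vehicle replicate 3 (-1.62) and dKO-19M FBS SNX631 replicates 1 (-1.72), 2 (-1.73) and 3 (-1.82).

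SNX631 effects differed between dKO-19 and dKO-8 for 177 genes, with 121 after thinning and 175 with the offsets, which argues against depth or a GC bias as the whole cause. Of the 100 splits, 7 gave as many, 6 of which left the treatment whole or swapped in a derivative. With the shared effect taken out 1 of the 100, the real one, gave as many, which argues against chance as the whole cause. With 1 derivative per kinase, a difference between the kinases stays open beside any other difference between the derivatives.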

How the results depend on the processing

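The alternatives of unrounded counts, thinning, GC offsets, a block within derivative and medium and, for correlations, fits to only the libraries of an effect were chosen after the result was seen. Median-of-ratios size factors, library size only, DESeq2, unrounded counts, the offsets for GC content and length and both replicate blocks moved none of the 24 counts of called genes by more than 1.5 times. Each of the 24 moved under at least 1 other alternative, as did the 8 correlations. Of 57 gene list tests 29 kept their direction and an FDR under 0.05 throughout, and of 145 values of single genes 118 kept their direction and were called or not as before, while their sizes moved. No scaling shifted the median of all genes by more than 0.0655 (log2). Library size only moved the share of higher calls by over 10 points for androgen depletion in Rv1-WT under vehicle (1496 higher, 746 lower), for the medium difference in Rv1-WT (35 and 13) and for the depletion difference of the sublines (695 and 1046), and the GC offsets did so for the subline difference in SNX631 effects (25 and 21).

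Without a filter on low counts SNX631 called 6 genes in dKO-8M and 32 in dKO-19M, the medium difference in Rv1-Luc was called for 50 and the subline difference in SNX631 effects for 73. With at least 10 counts in every library, which left 14398 genes, the counts were 293 and 514 for SNX631 in Rv1-WT in FBS and CSS, 475 in Rv1-Luc in FBS, 992 for dKO-19M against dKO-19 and 2048 between the sublines. Fits to only the libraries of a comparison gave 14 genes for SNX631 in dKO-8M, 1 in dKO-19M, 198 and 184 for androgen depletion in Rv1-Luc under vehicle and SNX631, 2 for the medium difference in Rv1-Luc, 20 for the subline difference in SNX631 effects and 299 for dKO-8 against dKO-8M. The cause was not tested. Thinning gave 1 gene in dKO-8M and 10 in dKO-19M.

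A test against a 1.5-fold change asks more by construction. For SNX631 it gave 111 and 214 genes in Rv1-WT in FBS and CSS, 201 and 215 in Rv1-Luc, 62 in dKO-8, 210 in dKO-19 and 0 in dKO-8M and dKO-19M (107 and 145 at an unadjusted p under 0.05). It gave 630 and 369 for androgen depletion in Rv1-WT under vehicle and SNX631, 49 and 59 in Rv1-Luc, 534 and, rounded, 6.3e2 for kinase-dead CDK8 and CDK19, 1705 between the sublines and 5 shared genes. For the interactions it gave 1 (medium, Rv1-WT), 1 (medium, Rv1-Luc), 5 (subline, SNX631), 317 (subline, depletion), 11 (dKO-8 against dKO-8M), 83 (dKO-19 against dKO-19M) and 16 (dKO-19 against dKO-8). An FDR under 0.05 with no fold change limit asks less. In the same order it gave 2895, 5296, 4063, 4778, 2705, 4116, 97 and 482 for SNX631, 8981, 8129, 2800 and 2539 for androgen depletion, 6095 and 6660 for the kinase-dead effects, 10498 between the sublines, 386 shared genes, then 627, 102, 297, 6830, 1240, 1975 and 955 for the interactions, and 35 calls in the kinase module.

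The correlations depend on the genes that enter. Over all tested genes they were 0.415 (Rv1-WT, FBS and CSS), 0.486 (Rv1-Luc, FBS and CSS), 0.364 (the sublines), 0.277 (dKO-8 and dKO-19), 0.0297 (dKO-8 and dKO-8M), 0.0302 (dKO-19 and dKO-19M), 0.171 (kinase-dead CDK8) and 0.0825 (kinase-dead CDK19). Over genes called in both the first 4 were 0.912, 0.932, 0.919 and 0.925, and the last 2 were 0.673 and 0.303. Over genes with at least 10 counts in every library the first 4 were 0.848, 0.899, 0.868 and 0.745, with 0.433 for dKO-19 and dKO-19M and 0.620 for kinase-dead CDK8. No value could be had for dKO-8 and dKO-8M over genes called in both. With each effect fitted to its own 6 libraries the 8 values were, in the same order, 0.846, 0.863, 0.841, 0.729, 0.273, 0.438, 0.533 and 0.198.

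Among the gene lists, camera with the correlation estimated passed in 4 comparisons for chaperones (9 at the preset), 4 for sterol synthesis (10), 1 for MYC targets (7), 2 for cell division (6) and 0 for interferon response (3 at the preset, 4 at an unadjusted p under 0.05 with the correlation estimated). Under fry cell division passed in 10 and interferon response in 8, and with the GC offsets cell division in 10. The number of comparisons passed moved by no more than 1.5 times under any of these for the androgen response and ATF4 lists.

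Leaving out 1 library moved 4 of the 24 counts by over 1.5 times: SNX631 in dKO-8M from 0 to 1 (1527, 1539 and 1420 genes at an unadjusted p under 0.05 without vehicle replicate 2, SNX631 replicate 2 and SNX631 replicate 3), SNX631 in dKO-19M from 7 (without SNX631 replicate 3, and 9 without vehicle replicate 1) to 26, the medium difference in Rv1-Luc from 8 to 31 and the subline difference in SNX631 effects from 24 to 62. The libraries behind the last 2 are named above.

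For SNX631 in dKO-19M, where libraries with the same replicate number deviated together, a block for the number gave 15 genes against 18. IGHD (1.81) was no longer called. Among the genes that lost a call after thinning were the low genes KLK3, FGF11 and MED12L. FOLH1 in dKO-19M, with a mean of 207 CPM, lost its call too, since its change of -0.55 was short of the 1.5-fold limit.

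In each of the 15 comparisons of 3 against 3 libraries, 1 of the 10 splits, the real one, gave as many genes, and 10 splits cannot give a share under 0.1. The other splits called 0 genes, as splits that mix the treatments add the effect to the spread, so these shares are not rates of chance. For shared genes 1 of 100 draws gave as many, and for 7 of the 8 correlations 1 of 100 pairs of splits gave a value as high over as many genes, and for kinase-dead CDK19 4 did. With 0 genes called in the other splits these outcomes were fixed beforehand and say nothing on chance. The draws for gene lists mix the treatments too. With camera at the preset correlation, draws of splits passed as often as the real ones in 1 of 100 for androgen response, 16 for ATF4, 8 for chaperones, 47 for sterol synthesis, 33 for MYC targets, 26 for cell division and 10 for interferon response. With the correlation estimated it was 1 of 100 for each of the androgen response, ATF4, chaperone and sterol lists, and 100 of 100 for the other 3, which passed nowhere in these fits, so that the test says nothing on them.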

Other observations

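The tests of the response of CDK19 to loss of kinase activity, of reads shared with CDK8, of 1 transcript for BlastR and the kinase, and of the dependence of BlastR on an active kinase were chosen after the result was seen, and so was the allowance for correlated genes in the test of residual inhibition.

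Among the genes called for SNX631 in dKO-19M are B-lineage genes, chosen after their values were seen. IGHD had 24, 362 and 408 counts in SNX631 replicates 1, 2 and 3, against 36 to 127 in the other 21 dKO libraries. IRF4 had 7, 58 and 47 against 3 to 29, CD74 4, 54 and 50 against 3 to 15, and GSTP1 3, 65 and 60 against 4 to 26. MSN, also called higher, had 20, 48 and 59 against 23 to 65, so replicates 2 and 3 do not stand out for it among the dKO libraries. The calls were lost without vehicle replicate 1 (IGHD 2.14, IRF4 1.93), vehicle replicate 3 (1.90 and 2.06), SNX631 replicate 2 (1.79 and 1.66) or SNX631 replicate 3 (1.65 and 1.94). Reads from another cell source in replicates 2 and 3 are a candidate explanation. Of 27 listed plasma cell markers 18 were detected, and 7 were highest in both of these among the 24 dKO libraries. For a pair of libraries picked at random, 0.0652 are expected. Replicates 2 and 3 were picked because B-lineage genes were seen to be high there, and such markers can rise together. The expected number is thus no rate of chance here. CD27 is counted among the 7, though its 10 counts in replicate 3 only equal the highest count in the other dKO libraries. Rv1-WT and Rv1-Luc also express 7 of the 27. Abundant plasma cell and B cell transcripts were low there, with JCHAIN and MS4A1 at 0 counts in all 3 libraries and HLA-DRA at 1, 4 and 2, and the immunoglobulin list (IGHM, IGHG1 and IGKC) was at 0 counts in all dKO-19M libraries, so the type of cell stays open. No biological explanation was tested.

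The ATF4 list fell under SNX631 in the kinase-dead derivatives too, also with the GC offsets (-0.179 in dKO-8M and -0.222 in dKO-19M), which argues against a GC bias. Residual inhibition of the introduced kinase was tested by the share of its effect that the list kept, against other called genes. It kept 0.252 in dKO-8M against 0.104, a difference of 0.148, and 0.126 against genes that fell. In dKO-19M the differences were 0.163 and 0.0643. The genes of the list are correlated (0.415), and with this allowed for the standard errors were 0.125 and 0.126 in dKO-8M and 0.13 and 0.131 in dKO-19M. Residual inhibition cannot be told apart from other causes in either derivative, since no difference exceeds 2 of these standard errors. An action of SNX631 outside these kinases stays open as well.

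CDK19 transcripts rose under SNX631 by more in dKO-8 than in dKO-8M, with a log2 difference of 0.303. Reads shared with the paralog CDK8 are argued against by the change of CDK8 in Rv1-Luc in FBS, -0.00373. A response of CDK19 transcripts to loss of Mediator kinase activity is a candidate explanation.

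BlastR transcripts changed under SNX631 by -0.611 in dKO-8 and -0.462 in dKO-19, and by 0.0267 in dKO-8M and -0.0101 in dKO-19M. In Rv1-Luc the changes were -0.0676 in FBS and -0.102 in CSS. Were BlastR and the introduced kinase on 1 transcript, both would fall alike, but the kinase's count also holds the endogenous transcript. With that taken at its highest level and change among the lines without the introduced form, CDK8 in dKO-8 would change by -0.283, and it changed by -0.0948. The difference of -0.188 (SE 0.0567) argues against 1 transcript in dKO-8. CDK19 in dKO-19 would change by 0.0314 and changed by -0.0933, a difference of 0.125 (SE 0.0533), so there 1 transcript and separate ones cannot be told apart, since the endogenous transcript rises under the drug in other lines. The active and kinase-dead derivatives differed by -0.544 (SE 0.0701). Dependence of BlastR transcripts on an active kinase in the dKO derivatives is a candidate explanation. In Rv1-Luc, where the kinases were not knocked out, the changes were within 2 standard errors of 0 (SE 0.0523 in FBS and 0.0527 in CSS). This argues against such a dependence in every line. Per the study, dKO-8 and dKO-8M were made from cells with an insert-free lentiviral vector. How BlastR is linked to the kinase in these cells stays open.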
